# Novel *O*-GlcNAcylation on Ser^40^ of canonical H2A isoforms specific to viviparity

**DOI:** 10.1038/srep31785

**Published:** 2016-09-12

**Authors:** Mitsuko Hirosawa, Koji Hayakawa, Chikako Yoneda, Daisuke Arai, Hitoshi Shiota, Takehiro Suzuki, Satoshi Tanaka, Naoshi Dohmae, Kunio Shiota

## Abstract

We report here newly discovered *O*-linked-N-acetylglucosamine (*O*-GlcNAc) modification of histone H2A at Ser^40^ (H2AS40Gc). The mouse genome contains 18 H2A isoforms, of which 13 have Ser^40^ and the other five have Ala^40^. The combination of production of monoclonal antibody and mass spectrometric analyses with reverse-phase (RP)-high performance liquid chromatography (HPLC) fractionation indicated that the *O*-GlcNAcylation is specific to the Ser^40^ isoforms. The H2AS40Gc site is in the L1 loop structure where two H2A molecules interact in the nucleosome. Targets of H2AS40Gc are distributed genome-wide and are dramatically changed during the process of differentiation in mouse trophoblast stem cells. In addition to the mouse, H2AS40Gc was also detected in humans, macaques and cows, whereas non-mammalian species possessing only the Ala^40^ isoforms, such as silkworms, zebrafish and *Xenopus* showed no signal. Genome database surveys revealed that Ser^40^ isoforms of H2A emerged in Marsupialia and persisted thereafter in mammals. We propose that the emergence of H2A Ser^40^ and its O-GlcNAcylation linked a genetic event to genome-wide epigenetic events that correlate with the evolution of placental animals.

A wide functional and morphological diversity among the species is one of the features of the placenta^1^, reflecting the evolutionary history of the organ. Many placental genes are species-specific and are silenced in non-placental tissues^2^,^3^. However, most of the genes essentially involved in placental development are not expressed exclusively in the placenta^4^,^5^, suggesting that the original genes had already been established in a non-placental ancestor.

Histone modifications and DNA methylation are well-studied epigenetic mechanisms, which contribute to genome architecture and chromatin structure^6^,^7^,^8^,^9^. Epigenetic system underlies mammalian development, including the events of pre-implantation development and placentation^8^,^9^,^10^.

Core histone proteins are highly conserved throughout the animal kingdom^11^,^12^,^13^. The long term evolution of histones has been classically explained by a concerted evolution model, which accounts for the homogenization of the gene family members^14^,^15^. The canonical histone isoforms have been assumed to encode functionally equivalent proteins because only a few differences exist in their amino acid sequence^11^,^13^. However, it is not clear whether such small but distinct sequence variations have any influence on the biochemical character of the histone isoforms.

*O*-GlcNAcylation is a post-translational modification of proteins in which single *O*-GlcNAc moieties are attached to serine (Ser) or threonine (Thr) residues^16^,^17^,^18^. To date, 13 GlcNAcylated sites of core histones have been reported^16^,^17^,^19^, although their existence remains controversial. Earlier study describing most of the *O*-GlcNAcylated histone modifications had not been re-confirmed by mass spectrometry^20^. In addition, biological studies had been greatly impaired by the lack of the specific antibody.

Here, we report discovery of *O*-GlcNAcylated histone H2A at Ser^40^ (H2AS40Gc) by the combination of production of monoclonal antibody and the immunoprecipitation using wildtype and mutated recombinant H2A isoforms and mass spectrometric analyses with RP-HPLC fractionation.

## Results

### Characterization of monoclonal antibody 20B2 against *O*-GlcNAcylated Histone H2A

To investigate *O*-GlcNAcylation of histones, we raised a monoclonal antibody (20B2) that reacts with *O*-GlcNAcylated peptides and epitopes of YT(Gc)E or YS(Gc)E sequences (Supplementary data Fig. 1a). Western blotting (WB) using 20B2 showed a single band (Supplementary data Fig. 1b,c) and its intensity was changed by *O*-GlcNAcase (OGA) or *O*-GlcNAc transferase (OGT) inhibitors in a dose-dependent manner (Fig. 1a). We observed the 20B2 signals as dotted foci in the nuclei of mouse embryonic stem cells (mESCs) by immunofluorescent staining (IF) (Fig. 1b). As reported by Shechter D. *et al*.^21^, RP- HPLC could separate each core histone into several fractions (Fig. 1c). The *O*-GlcNAcylation detected by 20B2 was limited to only some H2A isoforms.

Based on the Ensembl genome database (http://www.ensembl.org/index.html), there are 18 isoforms of canonical H2A in the mouse genome, of which 13 have Ser at position 40 (Ser^40^) (Supplementary data Fig. 1e). The other five H2A isoforms and H2A variants (H2AX, H2AZ, and H2Abad) have Ala^40^. We selected two H2A isoforms, H2A3 (*Hist3h2a*) for the Ser^40^ type and H2A1A (*Hist1h2aa*) for the Ala^40^ type, and prepared Flag-tagged recombinant proteins by transfecting mESCs. Immunoprecipitation (IP) and WB revealed that the Flag-H2A3, but not Flag-H2A1A, was recognized by 20B2. Furthermore, the reactivity was lost by the Ser^40^ to Ala^40^substitution (H2A3-S40A) (Fig. 1d).

### Mass spectrometry of G37-K74 peptides on H2A

20B2-positive fraction (Fig. 1c) was digested by *Achromobacter* protease I (API/Lys-C) and subjected to the liquid chromatography (LC)-tandem mass spectrometry (MS/MS). By LC-MS, we stably detected two peptide ions: G37-K74 peptides with (*m/z* 1394.72: G37-K74 with GlcNAc) or without modification (*m/z* 1327.02: G37-K74 without GlcNAc), supporting the concept that the G37-K74 peptide is modified by GlcNAc, according to the difference of theoretical MW (Δ = 203). Peaks of G37-K74 with and without GlcNAc (shown by red or blue bar respectively in Fig. 2a) were further analysed by higher-energy collisional dissociation (HCD) MS/MS (Fig. 2b,c). Compared with the spectrum of G37-K74 with or without GlcNAc, the doubly and triply charged y33 ions were observed specifically in a GlcNAc-modified peptide and internal ions of y33-b15 to y33-b20 were observed in a GlcNAc-modified peptide instead of b-series ions (Fig. 2b,c and Supplementary data Fig. 2). In a HCD MS/MS spectrum, peptide ions related to GlcNAc modification were hardly observed, so these spectra indicate that GlcNAc must be attached in the G37 to E41 region of the peptide. The cleavage of GlcNAc bound to S40 of the peptide ion in HCD mode is expected to affect the peptide bond cleavage of E41–R42 resulting in the y33 ions. Thus, 20B2 detects a newly discovered *O*-GlcNAc modification on the Ser^40^ of H2A isoforms located in the L1 loop of the globular domain, where interaction between the two H2As takes place^7^,^11^,^12^,^13^ (Fig. 2d).

The H2AS40Gc peptide was hardly detected by MS analysis using crude histone extracts without RP-HPLC fractionation. The GlcNAcylation of H2A Ser^40^ was also undetectable by other methods including WB with commercially available anti-*O*-GlcNAc antibodies (RL2 and CTD 110.6), wheat germ agglutinin, and Click-iT-Chemistry due to the limited amount of H2AS40Gc as previously reported^20^,^22^. The monoclonal antibody can clearly distinguish the presence or absence of the *O*-GlcNAc modification at the Ser^40^ of H2A isoforms (Supplementary data Fig. 1d) and will be useful for expanding the biological studies.

### Species-dependent *O*-GlcNAcylation of H2A isoforms

We could detect H2AS40Gc in cells from mice and humans. However, it was undetectable in *Xenopus*, *Danio rerio*, or *Bombyx mori* (Fig. 3a). IF was performed on the testis of mice and *Xenopus*, based on the knowledge that the differentiation of male germ cells provides a large repertoire of histone markers^23^. In contrast to *Xenopus*, we detected H2AS40Gc signal in various cell types of mouse testis including spermatogonia (Fig. 3b). RP-HPLC analysis revealed that the chromatogram of silkworm cells is less complex than of other species we examined (Fig. 3c–f). Again, 20B2 did not give a positive signal with any fraction of the silkworm cells (Fig. 3f). Taken together, the *O*-GlcNAcylation of H2AS40 is specific to Mammalia, in contrast to that of H2BS112, which is conserved in metazoans^19^. It is noteworthy that the H2A isoforms of the animals with H2AS40Gc have Ser or Ala at position 40, while the H2AS40Gc-negative species only have Ala^40^ isoforms (Fig. 3g).

### Emergence of *O*-GlcNAcylated H2A isoforms in evolution of animals

In more than 70 animal species for which a full genome sequence is available from the Ensemble genome database, the Eutheria have the H2A isoforms with Ser^40^ (or at an equivalent position), whereas only Ala^40^ isoforms were found in Monotremata and non-mammalian animal species. A phylogenetic tree of H2A isoforms based on the amino acid sequences (Supplementary data Fig. 3) revealed isoform type-dependent clustering rather than a clustering based on species, which is a feature of the birth-and-death process of evolution^24^. Although copies of duplicated genes could be lost after the divergence in this evolutional process, the Ser^40^ isoform had not disappeared during marsupial and eutherian evolution, hinting at an evolutionary advantage of this isoform. The Ser^40^ ratio of total H2A isoforms is 3/5 in the wallaby, while it is 0/24 and 0/29 in the platypus and zebrafish, respectively (Fig. 4a), indicating that a simple increase in the copy number of the H2A gene does not account for the acquisition of a GlcNAcylation acceptor.

To verify whether or not H2AS40Gc exists in the Marsupials, PtK2 cells (rat kangaroo) were subjected to WB. The 20B2 antibody detected a band in a crude histone extract of PtK2, but not of LMH cells (chicken) (Fig. 4b). Whereas DNA methylation is not found, or is rare, in invertebrates, histone modifications are well conserved in both vertebrates and invertebrate, as shown in Fig. 4c^25^. In contrast, H2AS40Gc is an evolutionary-acquired histone modification in marsupial and placental animals (Fig. 4c and Supplementary data Fig. 5).

### Genome-wide distribution of H2AS40Gc

The mouse trophoblast stem cells (TS) can differentiate *in vitro* to trophoblast subtypes (dTS), a majority of which consists of trophoblast giant cells^26^,^27^. An IF image showed an increase in the number and size of H2AS40Gc foci in the nucleus with differentiation (Fig. 5a). In RP-HPLC analysis, the H2A isoform component appeared similar between TS and dTS (Fig. 5b), suggesting that a differentiation-associated increase in H2AS40Gc is caused by accelerating GlcNAcylation rather than by changes in the composition of H2A isoforms.

The chromatin IP (ChIP)-seq analysis of TS and dTS using the 20B2 antibody (Supplementary data Fig. 4a,b) revealed a biased distribution of H2AS40Gc on the genome. 

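Chromatin of mouse TS and of dTS at day 6 of differentiation was immunoprecipitated with 20B2, and 1 ChIP library per condition was sequenced beside 1 input library of the same cells. The chromatin was sheared with an enzyme for 10 min in TS and for 5 min in dTS, so that shearing time and differentiation changed together. Each library was made from 50 ng of DNA with 14 cycles of PCR and ligation products of 200 to 600 bp. The authors mapped the reads to mm9 with Bowtie and called peaks per library with MACS, with the input as control, a tag size of 100 bp and a bandwidth of 125 bp. The deposited lists held 4004 H2AS40Gc peaks in TS and 5598 in dTS. Each peak carries a score, read here as minus 10 times the log10 of its p against the input, the form in which MACS writes it. The lowest score was 50 in both lists. The lists hold no read counts, so the depth of the libraries was unknown, and scores of TS and dTS may not be on the same scale. Scores of both lists were still used together in 2 steps. These were a threshold at their pooled median and the ranking of genes by their higher score in either list. Peaks were placed on mm9 with the gene models of GENCODE vM1, and the 3968 TS and 5554 dTS peaks on assembled chromosomes entered the shares by location. A peak at a TSS (±2 kb) was counted there first, then in the GB, and otherwise as intergenic, with an overlap of at least 1 bp. With 1 library per condition, no difference between TS and dTS could be set against a spread between replicates. Intervals are 95% Wilson intervals over peaks or genes and cover counting error only.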

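H2AS40Gc peaks were sparse and gathered in parts of the genome. They covered 0.0619% of the chromosomes in TS and 0.0764% in dTS, at a median width of 402 bp and 355 bp. Of the TS peaks 13.9% (12.8 to 15.0%) had another peak within 10 kb, against 3.30% of randomly placed peaks, and of the dTS peaks 21.9% (20.8 to 23.0%), against 5.33%. Chromosome 11 held 14.0% (13.1 to 15.0%) of the dTS peaks and 8.06% (7.26 to 8.95%) of the TS peaks on 4.59% of the chromosomes' length. Among the peaks at or above the pooled median score of 67.4 it held 11.4% of the dTS and 4.20% (3.39 to 5.20%) of the TS peaks. Its density was 6.39 peaks per Mb in dTS and 2.63 in TS. Across the 20 chromosomes with a count of genes, peaks per Mb followed protein-coding genes per Mb more closely in dTS (Spearman's rho 0.656, Pearson's r 0.631) than in TS (rho 0.337, r 0.399). Chromosomes are not independent replicates, and without chromosome 11 rho was 0.609 in dTS and 0.240 in TS. The window of 1 Mb with the most dTS peaks lay on chromosome 4 from 154000001 to 155000000, with 33 dTS and 10 TS peaks over 25 protein-coding genes, among them the transcription factor genes Prdm16 and Hes5. A window on chromosome 10 from 79000001 to 80000000 held 24 dTS and 2 TS peaks among 61 protein-coding genes. The largest excess in TS was on chromosome 13 from 107000001 to 108000000, with 8 TS peaks and no dTS peak. The highest scores of both lists lay on chromosome 9 near its start and on chromosome 2, and in TS also on chromosome 4 from 118219566 to 118221452 (score 2169). The widest TS peak spanned 9652 bp on chromosome 9, from 3016451 to 3026102, at a score of 3233. Its sequence repeated at a lag of 234 bp, the unit length of mouse major satellite DNA, with 71.1% of bases equal. The median GC content was 52.9% (52.1 to 53.5%) for TS peaks and 61.8% (61.6 to 62.1%) for dTS peaks, against 41.5% for windows of 400 bp over the chromosomes.

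**Figure D1:**
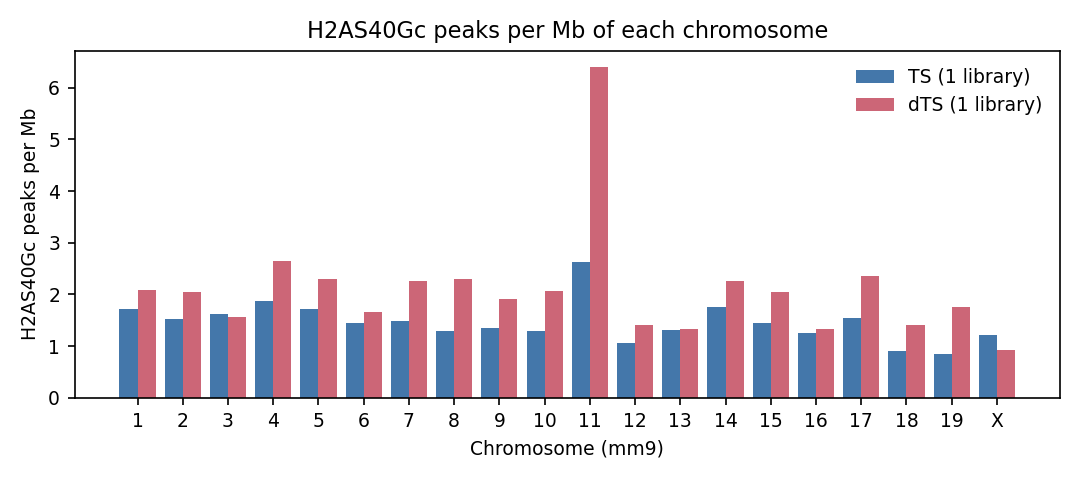
H2AS40Gc peaks per Mb (y axis) of each chromosome of mm9 (x axis), with 1 bar for the TS library and 1 for the dTS library. Chromosome 11 has the highest density in both, 2.63 peaks per Mb in TS and 6.39 in dTS.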

Interestingly, more than 50% of the H2AS40Gc peaks were located at the gene body (GB) in both TS and dTS, while a shift to the transcription start site (TSS) (±2 kb of TSS) was obvious in dTS (Fig. 5c). Furthermore, the proportion of H2AS40Gc located within exons was more than 50% in dTS (Fig. 5d). 

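A larger share of the H2AS40Gc peaks lay at a TSS in dTS than in TS. In dTS it was 28.8% (1599 of 5554 peaks, 27.6 to 30.0%), and in TS 8.47% (336 of 3968, 7.64 to 9.37%). The GB held 37.0% of the dTS peaks (2056, 35.8 to 38.3%) and 33.8% of the TS peaks (1341, 32.3 to 35.3%). Intergenic regions held 34.2% of the dTS peaks (33.0 to 35.4%) and 57.7% of the TS peaks (56.2 to 59.3%). Peaks shifted at random along their chromosomes lay at a TSS in 6.10% of cases for the dTS list and 5.89% for the TS list, so that the observed shares were 4.72-fold and 1.44-fold these. Among peaks at or above the pooled median score, 26.0% (24.4 to 27.6%) of the dTS and 5.51% (4.57 to 6.63%) of the TS peaks lay there. The TS share was then no higher than the 5.89% of the full shifted list. No shifts of these stricter lists were made. Since a peak at a TSS was not counted in the GB, the GB was compared among the peaks away from a TSS, which was chosen after seeing the data. There it held 52.0% (50.4 to 53.5%) of the dTS peaks, against 42.0% of shifted peaks, and 36.9% (35.4 to 38.5%) of the TS peaks, against 40.9%. Of 17 listed genes of trophoblast stem cells, 4 had a dTS peak at the TSS, none had a TS peak there, and 11 were targets in neither condition. Sox2, a transcription factor of stem cells, had a dTS peak upstream of its TSS on chromosome 3 from 34548695 to 34548900 (score 85.2). Satb1, a chromatin organizer, had a dTS peak over its UTR on chromosome 17 from 51971340 to 51971695 (score 76.4). Hnf1b, a homeobox transcription factor, had its higher dTS peak over the UTR on chromosome 11 from 83665390 to 83665780 (score 85.1), on the chromosome with an excess of dTS peaks. The dTS peaks were richer in GC in every location. Median GC content was 67.6% in dTS and 60.2% in TS at TSS, 60.9% and 56.3% in the GB, and 58.2% and 46.3% in intergenic regions. With the dTS peaks weighted to the GC content of the TS peaks, 10.8% (9.98 to 11.7%) lay at a TSS, which left 11.4% of the difference from TS.

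**Figure D2:**
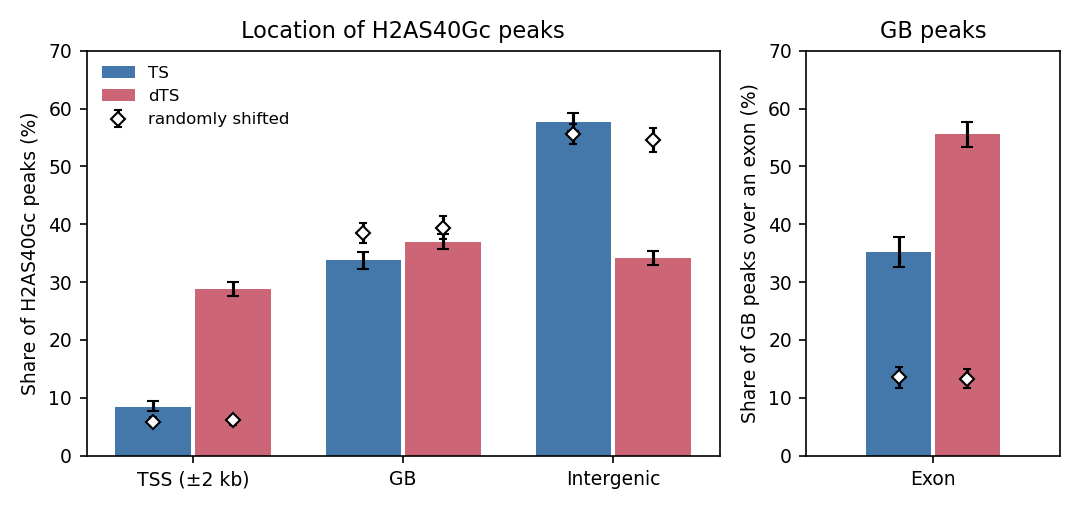
Share of H2AS40Gc peaks (y axis, %) at TSS (±2 kb), in the GB and in intergenic regions, and share of GB peaks over an exon, in TS and dTS, 1 library each, with bars for observed shares with 95% Wilson intervals and diamonds for the means of 1000 random shifts with their 95% range. The TSS bar is 8.47% in TS and 28.8% in dTS.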

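Of the GB peaks in dTS, 1143 of 2056 overlapped an exon, or 55.6% (53.4 to 57.7%). In TS the share was 35.2% (472 of 1341, 32.7 to 37.8%). Among shifted peaks in the GB, 13.2% overlapped an exon for the dTS list and 13.5% for the TS list. Triobp, which encodes an actin-binding protein, had a dTS peak over a coding exon on chromosome 15 from 78832463 to 78832938 (score 154). Iqsec3, a guanine nucleotide exchange factor of Arf proteins, had 2 dTS peaks, the higher over a coding exon on chromosome 6 from 121362699 to 121363572 (score 148). Rarg, the gene of a retinoic acid receptor, had a dTS peak over a coding exon on chromosome 15 from 102082798 to 102083166 (score 61.6). None of these had a TS peak. Exons are richer in GC than introns, and weighted to the GC content of the TS peaks the dTS share was 39.2% (37.3 to 41.1%), which left 19.5% of the difference. Among the peaks that scored at or above 67.4, the median of the pooled lists, 50.8% of the dTS and 15.9% of the TS peaks in the GB overlapped an exon. This TS share, with an interval of 12.9 to 19.5%, was near the 13.5% of the full shifted list.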

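More genes had a called H2AS40Gc peak in dTS than in TS. Of 22380 protein-coding genes, 2940 (13.1%) in dTS and 1346 (6.01%) in TS had a peak at the TSS (±2 kb) or in the GB, a ratio of 2.18, while the number of peaks was 1.40 times as high. The increase was largest at TSS, where 1420 genes had a dTS peak and 241 a TS peak. With the dTS list shortened to its 4004 highest-scoring peaks, as many as in TS, 2160 genes were targets. Target genes were long, at a median of 60.7 kb in TS and 31.8 kb in dTS against 15.4 kb for all protein-coding genes. Of 17 genes of trophoblast stem cells, 6 were targets in dTS (2.23 expected from the share of all genes, adjusted p = 0.0835 by Fisher's exact test over 24 tests) and 1 in TS (adjusted p = 1 by the same exact test). With random lists matched on gene length and on GC content near the TSS, the fold in dTS fell from 2.69 to 1.69 (adjusted p = 0.926 by permutation). The gene in both was Fgfr2, the receptor of the FGF4 that keeps TS undifferentiated, with 6 dTS and 5 TS peaks in a gene model of 3009 kb. This span rests on 1 of 29 transcripts, and the others span 104 kb without a peak. Without that transcript, 5 genes of the list were targets in dTS and none in TS. Of 27 genes of trophoblast giant cells and other placental subtypes, 3 were targets in dTS (3.55 expected, adjusted p = 1 by the exact test) and none in TS (adjusted p = 0.976 by the exact test). They were Mdfi, which encodes an inhibitor of myogenic factors (peak on chromosome 17 from 47952709 to 47953046, score 63.8), Rarg, and Dlx3, a homeobox gene needed in the placenta (chromosome 11 from 94982884 to 94983368, score 61.1). Dlx3 lies on the chromosome with an excess of dTS peaks.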

Following differentiation of TS, the number of H2AS40Gc targets increased confirming the result of IF (Fig. 5e). Thus, the targets of H2AS40Gc were abundant, and were shifted by the process of differentiation. 

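Most targets were called in 1 condition, but with depth unknown a gene without a called peak may still carry H2AS40Gc. Of the target genes, 562 were shared, 784 were targets in TS only and 2378 in dTS only. The shared genes were 41.8% (39.1 to 44.4%) of the TS targets and 19.1% of the dTS targets. This was 3.18-fold the 177 that independent lists would share if every gene were equally likely to be a target. Long genes were targets more often in both conditions, which raises the overlap by itself, and no overlap matched on length was computed. Shared targets were the longest, at a median of 87.2 kb, against 48.9 kb for targets in TS only and 26.6 kb for targets in dTS only. Of the genes with a peak at the TSS, 65 had it in both. At the level of peaks, 772 TS peaks (19.3%, 18.1 to 20.5%) overlapped a dTS peak, and 794 dTS peaks (14.2%, 13.3 to 15.1%) a TS peak. On the chromosomes 760 TS peaks did so, against 7.47 on average after random shifts. Shared peaks had a median score of 93.5 in TS and 93.2 in dTS, against 64.2 and 66.4 for peaks in 1 list only. Of the 100 highest-scoring peaks, 86 in TS and 92 in dTS were shared, so the overlap depends on the threshold. The 10 targets in TS only with the highest scores (132 to 186) all carried their peak in an intron, none of them at the TSS. Among them were Gab3, an adaptor of receptor tyrosine kinases (chromosome X from 72268453 to 72268627, score 186, GC content 45.7%), Grin3a, a subunit of NMDA receptors (chromosome 4 from 49747585 to 49747866, score 186, GC content 40.8%), and Grm1, a metabotropic glutamate receptor (chromosome 10 from 10738854 to 10739027, score 154, GC content 41.4%). The others were Gm4788, Zfp560, Mob3b, 2010111I01Rik, Skint5, Dnahc6 and Rfpl3s. The 10 targets in dTS only with the highest scores (147 to 228) carried their peak in an intron in 6 cases, over a coding exon in 3 and over a UTR in 1. Filip1l and 2610528E23Rik overlap each other and share the highest of these peaks (chromosome 16 from 57391576 to 57391774, score 228, GC content 71.4%). Socs6, a suppressor of cytokine signalling, had a dTS peak in an intron (chromosome 18 from 88849647 to 88849805, score 205, GC content 45.9%). Nefm, a neurofilament gene (chromosome 14 from 68741596 to 68742539, score 156, GC content 63.0%), and Grin2c, a subunit of NMDA receptors (chromosome 11 from 115127324 to 115128155, score 147, GC content 63.6%), had theirs at the TSS, Grin2c on the chromosome with an excess of dTS peaks. The others were Ank2, Triobp, AB124611, Gm9934 and Iqsec3. The shared targets with the highest scores, such as Gm10717 and Gm10718, are gene models over the satellite repeats of chromosome 9. The paper states this conclusion after its sentences on the location of the peaks and on the number of targets (Fig. 5c–e).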

Analyses by ChIP-seq and expression array revealed that the genes with H2AS40Gc at GB in TS show relatively higher expression level compared with all genes, suggesting that H2AS40Gc at GB regulates the gene expression positively in TS. A similar positive correlation was also seen in the genes with H2AS40Gc at TSS or GB in dTS (Fig. 5f).

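Regulators of development were overrepresented among the targets in dTS. Of 93 such genes, listed from textbook knowledge, 33 (35.5%) were targets in dTS, against 12.2 expected from the share of all protein-coding genes (odds ratio 3.67, adjusted p = 8.34e-07 by Fisher's exact test). In TS, 7 were targets, against 5.59 expected (adjusted p = 1 by the exact test). The dTS targets comprised 28 found in dTS only and 5 shared with TS, and 21 of them had a dTS peak at the TSS. The highest score in dTS was at Hoxb6, a homeobox gene of body patterning, over a coding exon on chromosome 11 from 96160433 to 96160932 (score 117). A TS peak of score 64.8 lay within it, from 96160488 to 96160710. Tbx4, a T-box gene of the hindlimb and the allantois, had a dTS peak in an intron near its TSS on chromosome 11 from 85701656 to 85702284 (score 110) and a TS peak over a coding exon from 85725318 to 85725931 (score 69.8). Bmp2, a secreted signal of mesoderm and heart formation, had a dTS peak over a coding exon on chromosome 2 from 133380196 to 133380711 (score 106) and no TS peak. Hoxc8 had a dTS peak over a coding exon at the TSS on chromosome 15 from 102821091 to 102821481 (score 102) and no TS peak. The Hox clusters were looked at after their values had been seen. The Hoxb cluster on chromosome 11 from 96055630 to 96229570 held 13 dTS and 3 TS peaks, and 8 of its 10 genes were targets in dTS and 3 in TS. The Hoxc cluster held 7 dTS peaks, with 3 of its 9 genes as targets, and the Hoxa and Hoxd clusters held 2 dTS peaks each. None of these other clusters held a TS peak. Neighbouring Hox genes are not independent of each other, and 11 of the 33 targets lay on chromosome 11, where dTS peaks were in excess. Against random lists matched on gene length and on GC content near the TSS, 18.0 targets were expected, a fold of 1.83 (adjusted p = 0.0048 by permutation with 10000 lists, from p = 0.0002, the smallest p these can give, and 1.56e-07 to 0.0048 over 6 alternatives). In TS the fold was 1.25, and without chromosome 11 it was 0.659, with 3 targets.

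**Figure D3:**
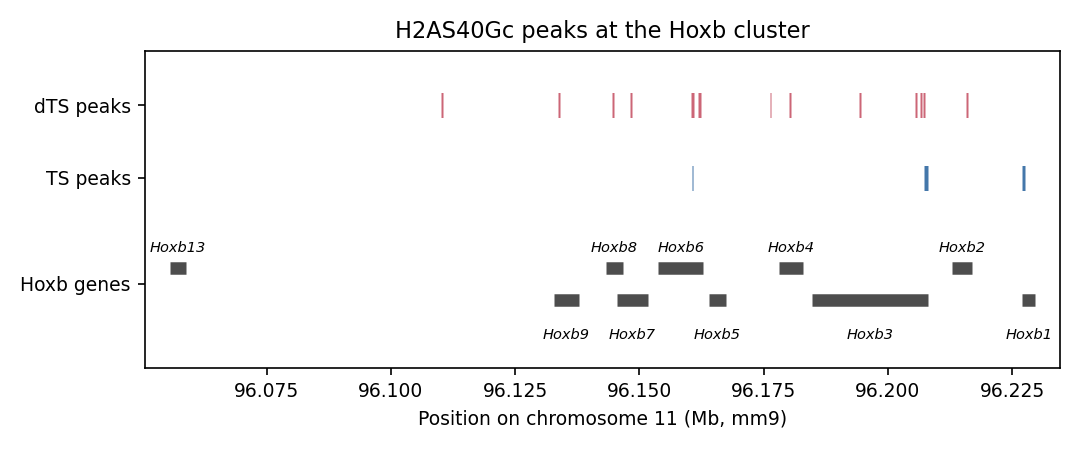
Map of the Hoxb cluster on chromosome 11 of mm9 (x axis, Mb) with the dTS peaks, the TS peaks and the Hoxb genes in separate tracks, 1 library per condition. The dTS track holds 13 peaks and the TS track 3.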

Gene ontology enrichment analysis of H2AS40Gc loci in dTS revealed a most significant enrichment of the term ‘organ morphogenesis’, implying a possible involvement of these genes in placentation (Supplementary data Fig. 4c). 

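Genes of the Wnt pathway, listed from textbook knowledge and not from a database, were targets in dTS more often than other genes. Of 106 genes of Wnt signalling, 35 (33.0%) were targets in dTS, against 13.9 expected (odds ratio 3.29, adjusted p = 1.3e-06 by Fisher's exact test), and 12 (11.3%) were targets in TS, against 6.38 expected (adjusted p = 0.120 by the exact test). Of these genes 29 were targets in dTS only, 6 in TS only and 6 in both. The highest dTS peak of the 35 genes lay over a coding exon in 20 genes, over a UTR in 7, in an intron in 6 and outside the gene in 2. Wnt11, a secreted ligand, had its higher dTS peak over a coding exon on chromosome 7 from 106001429 to 106002099 (score 108) and a TS peak of score 51.1 within it. Sfrp2, a secreted inhibitor of Wnt ligands, had a dTS peak upstream of its TSS on chromosome 3 from 83569842 to 83570172 (score 106). Dvl2, which relays the signal from the receptor, had a dTS peak over a coding exon on chromosome 11 from 69822562 to 69822822 (score 102). Fzd2, a receptor of Wnt ligands, had a dTS peak over its coding exon on chromosome 11 from 102467029 to 102467677 (score 96.3). Sfrp2, Dvl2 and Fzd2 had no TS peak. Further targets in dTS, chosen after their values were seen, were the ligand genes Wnt1, Wnt3, Wnt3a and Wnt4, the negative regulators Axin2 and Gsk3b and the Wnt-responsive genes Ccnd1 and Myc. Of the 35 targets, 9 lay on chromosome 11 with its excess of dTS peaks. With random lists matched on gene length and on GC content near the TSS, 26.4 targets were expected, and the call was lost at a fold of 1.33 (adjusted p = 0.419 by permutation, and 1.27e-06 to 0.419 over 6 alternatives). In TS the fold was 1.88, and among peaks at or above the pooled median score it was 0.444, with 1 target.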

Interestingly, the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis (http://www.genome.jp/kegg) of these loci highlighted Wnt signalling pathways, that has been shown to be a relevant regulator of trophectoderm lineage differentiation in human blastocysts^28^ (Supplementary data Fig. 4d). 

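Of 90 genes of cancer pathways, listed from textbook knowledge and not from a database, 19 (21.1%) were targets in dTS, against 11.8 expected. In TS 12 (13.3%) were targets, against 5.41 expected. Neither count passed the correction over 24 tests by Fisher's exact test (odds ratio 1.77, p = 0.0399, adjusted p = 0.120 in dTS, and odds ratio 2.42, p = 0.0113, adjusted p = 0.0677 in TS). The targets comprised 13 genes in dTS only, 6 in TS only and 6 in both. Fgfr2, among the last, was counted through a single transcript of 3009 kb, without which 18 genes were targets in dTS and 11 in TS. Smo, the signal transducer of the Hedgehog pathway, had the highest score of the list, over an intron on chromosome 6 from 29698084 to 29699109 in dTS (score 349) and from 29697465 to 29698925 in TS (score 268). Nfkb1, a subunit of NF-κB, had a TS peak in an intron on chromosome 3 from 135329049 to 135329248 (score 109) and its higher dTS peak in an intron near the TSS from 135353660 to 135353950 (score 67.5). Runx1, a transcription factor of blood formation, had intron peaks on chromosome 16 at different positions, from 92728860 to 92729401 in TS (score 96.7) and from 92676329 to 92676646 in dTS (score 65.3). Rassf1, a tumour suppressor gene, had a dTS peak over a coding exon on chromosome 9 from 107457083 to 107457391 (score 95.7) and no TS peak. No target of this list in dTS lay on chromosome 11. Without that chromosome, an alternative chosen after seeing the data, the adjusted p in dTS was 0.0435 at a fold of 1.84 by the exact test. With random lists matched on gene length and on GC content near the TSS the fold was 0.906 (adjusted p = 1 by permutation).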

The pathways related to carcinoma or cancer^29^ is also enriched. The resemblance between dTS and cancer cells is often discussed, not only because of their invasive and migratory capacities, but also because they have many molecular circuits in common (Supplementary data Fig. 4c).

## Discussion

The H2AS40 is in the L1 loop of the histone globular domain, where two H2A molecules interact in the nucleosome^7^,^11^,^12^,^13^ (Supplementary data Fig. 5). H2AS40Gc may provide the variety in nucleosome structures. Consequently, the abundant H2AS40Gc targets distributed mainly in the gene body are expected to have an impact on the genome activity.

The hexosamine biosynthetic pathway produces UDP-GlcNAc, a substrate for *O*-GlcNAcylation, from glucose, glutamine, and acetyl CoA^17^,^18^. Therefore, *O*-GlcNAcylation of nuclear proteins including histones is considered as a nutrition sensing system that may regulate gene activity in response to the environment^1^,^18^. We suspect that H2AS40Gc may have provided a nutritional advantage for placental reproduction, although current data in this report are only correlative at the moment. It may be interesting to highlight the difference between H2AS40Gc signals in marsupial and eutherian placenta. The 20B2 antibody will be useful to analysis the invasive placenta of Eutherians.

Placental structure and function are prime examples of the complexity of adaptation^1^. Indeed, there are multiple variants among mammalian species. Studies of fish in the genus *Poeciliopsis* (Poeciliidae) suggest that adaptation of an intermediate stage of placentation is already found in non-placental animals^30^. During early vertebrate evolution, two rounds of whole-genome duplication (R1, R2) occurred, and another round (R3) was needed to achieve teleost lineage^15^ (Figure 4a). Because of the persistence of Ser^40^ isoforms of canonical H2A in Marsupials and Eutherians, we speculate that the emergence of the Ser^40^ isoform of canonical H2A and its *O*-GlcNAcylation had advantageous effect on the adaptation of viviparity. In the history of life, the acquisition of H2AS40Gc should have produced an explosive diversity of the chromatin structure through the variety of nucleosomes (Fig. 4c and Supplementary data Fig. 5).

## Methods

### Reagents, tissue preparation and cell culture

We purchased all reagents from Wako Pure Chemicals, unless otherwise stated.

Dr. Takayoshi Yamamoto and Dr. Masanori Taira (The University of Tokyo) provided livers from *Xenopus*. Dr. Hirokazu Enomoto and Dr Shinji Makino (Keio University) provided zebrafishes. We collected testis from adult *Xenopus* purchased from *Xenopus* Youshoku Kyozai (Ibaraki, Japan). We purchased adult C57BL/6Ncrj mice from Charles River Japan Inc. (Kanagawa, Japan). GenoStaff Co. (Tokyo, Japan) prepared cryosections of testes.

We obtained mESCs (J1 line) and HeLa cells from ATCC. Dr. Ikuhiro Okamoto (Kyoto University) kindly provided Cynomolgus monkey embryonic fibroblast (CyEF) cells. We obtained PtK2 cells and LMH cells, and Sf9 cells from JCRB (Osaka, Japan) and Gibco, respectively.

We cultured all cells according to the providers’ instructions at 37 °C in a humidified incubator (95% air, 5% CO_2_) unless otherwise stated. The mouse TS cells, previously derived from C57BL/6N blastocysts, were cultured as described elsewhere^31^. We cultured CyEF cells in the TS medium^31^ and Sf9 cells at 27 °C in an air incubator. We purchased benzyl 2-acetamido-2-deoxy-α-d-galactopyranoside (BADGP), an OGT inhibitor, from Sigma-Aldrich, and Thiamet-G, an OGA inhibitor, from Tocris. For inhibitor treatment, we cultured mESCs in the presence of BADGP or Thiamet-G at various concentrations for 96 hours.

Anti-H2A (ab13923), H2B (ab1790), H3 (ab1791), H4 (ab10158), and H2BS112Gc (ab130951) antibodies were purchased from Abcam. Anti-Flag M2 antibody (F1804) was purchased from Sigma-Aldrich. We used all of these antibodies according to the suppliers’ instructions.

### Generation of monoclonal antibody for H2AS40Gc (20B2)

Based on the preliminary MS analysis of the purified histones from mESCs, we selected several putative *O*-GlcNAcylation target sequences of the core histones (including GP537 and GP609, Supplementary data Fig. 1a). The Peptide Institute (Osaka, Japan) synthesized the polypeptides corresponding to these sequences with or without *O*-GlcNAc modification. Mice were immunized with an injection of a mixture of several *O*-GlcNAcylated synthetic peptides that were conjugated with recombinant GST and splenocyte hybridomas were prepared using a standard protocol at GenoStaff Co (Tokyo, Japan). The hybridomas were first screened by enzyme-linked immunosorbent assay (ELISA) with *O*-GlcNAcylated antigen peptides (GlcNAcylated peptides (GP), for positive screening) or with naked peptides with sequences identical to the antigen peptides (NP, for negative screening), and then verified by WB using crude histones (Supplementary data Fig. 1b,c) and ChIP using chromatin (Supplementary data Fig. 4a,b). The monoclonal antibody 20B2 was purified by affinity column of GP537 coupled Sepharose 4B (GE).

### Whole cell protein extraction and crude histone preparation

Whole-cell protein extracts were prepared using a RIPA buffer system (Santa Cruz Biotechnology). A Nuclear Extract Kit (Active Motif) and a LysoPure Nuclear and Cytoplasmic Extractor Kit were used for subcellular fractionation. A Histone Purification MINI Kit (Active Motif) was used to purify core histones. We performed all procedures according to the manufacturer’s instructions. We purchased calf thymus histones from Roche.

### WB analysis and Silver stain

Whole-cell lysates or crude histones were separated by sodium dodecyl sulfate - polyacrylamide gel electrophoresis (SDS-PAGE) on 20% acrylamide gel (XV Pantrea Gel, DRC, Tokyo, Japan).

For WB, separated proteins in gel were transferred to poly vinylidene difluoride membranes (Millipore), which were incubated overnight at 4 °C with 20B2 (1 μg/ml) in 5% bovine serum alubumin (BSA) and 0.1% Tween 20 in phosphate buffered saline (PBS). Horseradish peroxidase (HRP)-conjugated secondary goat anti-mouse IgG (Jackson Immuno Research) and Super Signal West Pico (Thermo) were used to detect immunoreactive proteins.

For absorbance experiments, 20B2 were pre-incubated with GP (1 μg/ml).

SilverQuest Silver Staining Kit (Invitrogen) was used according to the manufacturer’s instructions.

### Fractionation of core histones by RP-HPLC

Fractionation of crude histones was performed according to a procedure described by Shechter *et al*.^21^ with a slight modification. In brief, crude histones were dialyzed against Milli-Q water, and then the protein concentrations were determined using a BCA Protein Assay Kit following the manufacturer’s instructions. We separated crude histones (50 μg) using Aeris Widepore 3.6 μm XB-C8 column (Phenomenex) fitted to an LC-10Ai HPLC system (Shimadzu, Kyoto, Japan), that equilibrated with buffer A (5% acetonitrile, 0.1% trifluoroacetic acid (TFA)) and eluted with a linear gradient of 0%–0%–35%–35%–50% buffer B (90% acetonitrile, 0.1% TFA) over 0–5–15–25–62.5 min at a flow rate of 0.5 ml/min. We monitored elution by UV absorbance at 214 nm and subjected fractions to WB.

### Immunofluorescence staining of H2AS40Gc

Cells cultured on gelatin-coated glass coverslips were fixed with 4% paraformaldehyde followed by permeabilization with 0.2% Triton X-100. After blocking non-specific binding sites with 5% BSA, 0.1% Tween 20 in PBS for 1 h at room temperature, we incubated the fixed cells (1 μg/ml) or cryosections of testis (5 μg/ml) with 20B2 primary antibody overnight at 4 °C. We stained cells with AlexaFluor 488-conjugated goat anti-mouse IgG (Invitrogen) for 1 h at room temperature, followed by counterstaining with DAPI (1 μg/ml, Dojindo, Kumamoto, Japan) to visualize the nucleus and acquired confocal fluorescence images with an FV10i microscope (Olympus). As negative control, Mouse control IgG2a (1 μg/ml for fixed cells, 5 μg/ml for cryosections, Abcam, ab18413) were used. For absorbance experiments, the 20B2 antibody was pre-incubated with GP (1 μg/ml for fixed cells, 5 μg/ml for cryosections).

### Construction and transfection of overexpression vectors

Primers used for plasmid construction are listed in Supplementary data Table 1. DNA fragments for 3×Flag-tagged mouse *Hist3h2a* (encoding H2A3) and *Hist1h2aa* (encoding H2A1A) were generated by reverse transcription - polymerase chain reaction (RT-PCR) with total RNA of mESCs as a template using PrimeSTAR Max DNA Polymerase (TaKaRa), and cloned into the pENTR/D-TOPO vector (Invitrogen). Ser^40^ to Ala^40^ point mutation of H2A3 was introduced by PCR using the 3×Flag-H2A3 in pENTR/D-TOPO vector as a template. We used BigDye sequencing (Applied Biosystems) to confirm the sequences of resulting constructs.

Using Gateway LR Clonase (Invitrogen), the 3×Flag-tagged cDNAs were subcloned into a pCAG-DEST-pA-PGK-Puromycin-IRES-Venus vector^32^ for mammalian overexpression or into a pET301 vector (Invitrogen) for bacterial expression.

### Recombinant proteins

We cultured mESCs in 6-well plates under stem cell conditions and then transfected the cells with 2 μg of plasmid and 4 μl of jetPRIME reagent (Polyplus-tranfection) per well. We re-fed cells with fresh medium containing 5 μg/ml puromycin 24 h after the transfection, and incubated them for another 48 h until harvesting and preparation of insoluble nuclear fractions using a LysoPure Nuclear and Cytoplasmic Extractor Kit.

pET301 3×Flag-tagged mouse *Hist3h2a* was transformed into Rosetta 2 bacteria (Novagen). Following induction with 1 mM IsoPropyl b-D-1-ThioGalactopyranoside, the bacterial pellet was resolved in lysis buffer (40 mM Tris-HCl pH 7.5, 5 mM ethylenediamine tetraacetic acid (EDTA), 0.5% Triton X-100) and incubated on ice for 30 min. We sonicated the suspension and centrifuged it at 20,000 g for 30 min to obtain supernatant used following purification.

For purification of 3×Flag-tagged mouse *Hist3h2a* recombinant proteins, mESCs insoluble nuclear fraction or bacterial lysate were applied using anti-FLAG M2 Magnetic Beads (Sigma-Aldrich) according to the manufacturer’s instructions.

### Immunoprecipitation

For immunoprecipitation of 3×Flag-tagged H2A isoforms, insoluble nuclear fractions were collected from transfected cells using a LysoPure Nuclear and Cytoplasmic Extractor Kit. Proteins (100 μg each) were mixed with 20 μl of anti-FLAG M2 Magnetic Beads (Sigma-Aldrich) and incubated with rotation at 4 °C overnight. Precipitates were washed five times with TBS, and then subjected to SDS-PAGE followed by WB.

### ChIP-seq

ChIP was performed with 1 × 10^7^ cells of TS or dTS at confluent in 10 cm dish per assay using a ChIP-IT Express Enzymatic Kit (Active Motif) according to the manufacturer’s instructions with minor modifications. Briefly, fixed cells were lysed and mixed with an enzymatic shearing cocktail for 10 min (TS) or 5 min (dTS). The sheared chromatin (100 μl) was mixed with 3 μg of 20B2 antibody and 40 μl of Dynabeads M-280 sheep anti-mouse IgG (Invitrogen), and then incubated with rotation at 4 °C overnight. After IP, DNA was recovered by incubation in the elution buffer (10% SDS, 300 mM NaCl, 10 mM Tris-HCl, and 5 mM EDTA, pH 8.0) at 65 °C for 6 h. Recovered DNA was purified using a ChIP DNA Clean and Concentration Kit (Zymo Research).

The ends of 50 ng of DNA fragments isolated by ChIP were repaired using T4 DNA polymerase (New England Biolabs) and phosphorylated with T4 polynucleotide kinase (New England Biolabs). A single “A” base was added to the 3′-end with Klenow fragments (New England Biolabs). TruSeq DNA adapters (Illumina) were ligated to the fragments with DNA ligase (New England Biolabs). Ligation products between 200 and 600 bp were purified on AMpure XP beads (Beckman Coulter Inc.) to remove unligated adapters and subjected to 14 cycles of PCR amplification. Completed libraries were quantified using an Agilent 2000 BioAnalyzer system. The DNA libraries were analysed using an Illumina Hiseq 2000 system (The Center for Epigenomics at the Albert Einstein College of Medicine).

We determined the read quality of each sample using FastQC software. After pre-filtering the raw data by removing sequence adapters and low-quality reads, we mapped the tags to the mouse genome (assembly mm9) using Bowtie software and detected peaks using MACS software from a Galaxy browser (www.galaxy.psu.edu). We used the following parameter settings: input-seq aligned reads as a control file, 100 bp tag size, and 125 bp bandwidth. Venn diagram analysis was performed with Venny 2.0 software (http://bioinfogp.cnb.csic.es/tools/venny/). We deposited ChIP-seq data in the Gene Expression Omunibus database under accession number GSE74342. Other pulished expression array data. GSM325436 (TS), GSM325442 (dTS) and GSM 902302 (ES). were used for analysis.

### Mass spectrometry

The HPLC-purified fraction was neutralized with Tris-HCl buffer, pH 8.0, followed by digestion with *Achromobacter* protease I (API/Lys-C)^33^ (a gift from Dr. Takeharu Masaki (Ibaraki University)). Then, digest was analysed by nanoliquid chromatography–tandem mass spectrometry (nLC-MS/MS) using a Q-Exactive mass spectrometer (Thermo). We separated the peptides using a nano ESI spray column (75 μm × 100 mm, NTCC analytical column C18, 3 μm, Nikkyo Technos, Tokyo, Japan) that was equilibrated with buffer A (0.1% aqueous formic acid) and eluted with a linear gradient of 5%–5%–15%–40%–60% buffer B (0.1% formic acid in 100% acetonitrile) over 0–10–120–180–220 min at a flow rate of 300 nL/min (Easy nLC, Thermo). We operated the mass spectrometer in a positive-ion mode, and the MS and MS/MS spectra were acquired using a data-dependent TOP10 method. We searched the MS/MS spectra against an in-house database using a local Mascot server (version 2.5, Matrix Sciences). The triply charged GlcNAc peptide ion of *m*/*z* 1394.7 was confirmed using a targeted MS/MS mode.

### ELISA

We coated 96-well ELISA plates with 100 μl/well of various synthetic peptides (5 μg/ml) or purified Flag-tagged recombinant H2A3 (ES or *Escherichia coli* (*E. coli*)) at 37 °C for 1 h. After blocking non-specific binding sites with 5% BSA and 0.1% Tween 20 in PBS for 1 h at room temperature, we incubated plates with 50 μl/well of 20B2 primary antibody (1 μg/ml) overnight at 4 °C. We then washed the plates with PBS and incubated them with HRP-conjugated anti-mouse IgG secondary antibodies (Jackson ImmunoResearch) diluted at 1:10000 for 1 h at room temperature. After washing three times with PBS, we added OPD substrate in 1× stable peroxide substrate buffer (Thermo) and read the absorbance at 490 nm using an iMark microplate reader (Bio-Rad). For Flag-tagged recombinant H2A3 assay, we used an anti-Flag M2 antibody (Sigme-Aldrich, F3165) as a primary antibody for normalization of H2A. We assayed each sample in duplicate and expressed the results as the mean of two readings.

### Phylogenetic tree construction

The whole-genome sequence data were obtained from the Ensembl Genome Browser (http://www.ensembl.org/index.html). Phylogenetic trees were constructed using the MAFFT multiple sequence alignment program (http://www.ebi.ac.uk/Tools/msa/mafft/).

### Species pictures

Some species images were downloaded from http://www.genome.gov. (zebrafish credited by Shawn Burgess, NHGRI, platypus by Nicole Duplaix, Getty Images, wallaby by Courtesy State of Victoria (Australia), Department of Innovation, Industry and Regional Development, and mouse by Maggie Bartlett, NHGRI).

## Additional Information

**Accession codes:** ChIP-seq data has been deposited in the Gene Expression Omnibus database under accession number GSE74342.

**How to cite this article**: Hirosawa, M. *et al*. Novel *O*-GlcNAcylation on Ser^40^of canonical H2A isoforms specific to viviparity. *Sci. Rep.* **6**, 31785; doi: 10.1038/srep31785 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
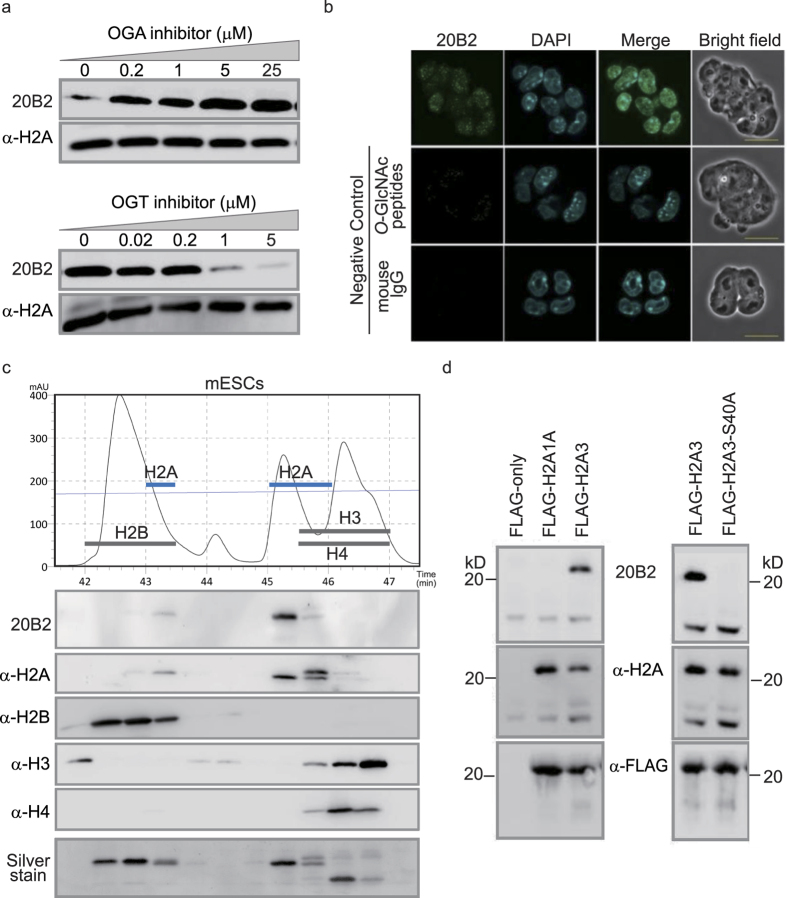
Characterization of monoclonal antibody 20B2 against *O*-GlcNAcylated Histone H2A. (**a**) WB by the monoclonal antibody (20B2) of mESC cell lysates treated with inhibitors of enzymes critical for *O*-GlcNAc modification. A pan-H2A antibody was used as a loading control. (**b**) IF of mESCs with 20B2 (green) and 4′, 6-diamidino-2-phenylindole (DAPI) (blue). Mouse IgG and 20B2 absorbed with *O*-GlcNAcylated peptides as negative controls. Scale bar = 20 μm. (**c)** Chromatogram, WB and Silver stain of separated mESC histones by RP-HPLC. Black line, protein retention; Thin blue line, acetonitrile gradient. Blotted with indicated antibodies. (**d**) IP of Flag-tagged H2A1A, H2A3, and H2A3-S40A mutants using anti-Flag antibody. Blotted with indicated antibodies.

**Figure 2:**
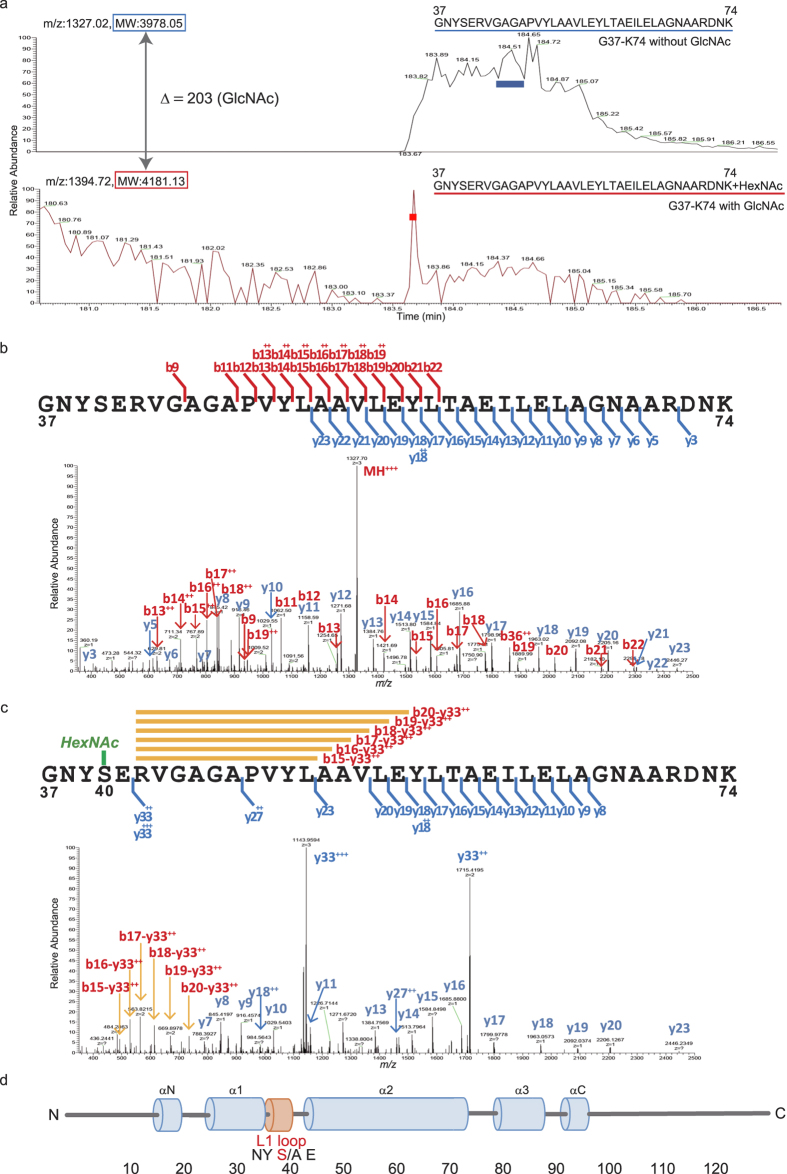
Mass spectrometry of G37-K74 peptides on H2A. (**a**) The selected ion chromatograms of triply charged G37-K74 peptide ion modified with (lower panel *m/z* 1394.72 shown in red: G37-K74 with GlcNAc) and without GlcNAc (upper panel *m/z* 1327.02 G37-K74 without GlcNAc) in the LC-MS of API digested of the 20B2-positive fraction (Fig. 1c) is indicated. (**b**) LC-MS/MS spectrum of triply charged G37-K74 without GlcNAc ion (*m/z* 1327.02). **(c**) LC-MS/MS spectrum of triply charged G37-K74 with GlcNAc ion (*m/z* 1394.72). (**d**) L1 loop of canonical histone H2A of the mouse. Blue cylinders, a-helical regions; orange cylinder, the L1 loop. The numbers indicate amino acid position.

**Figure 3:**
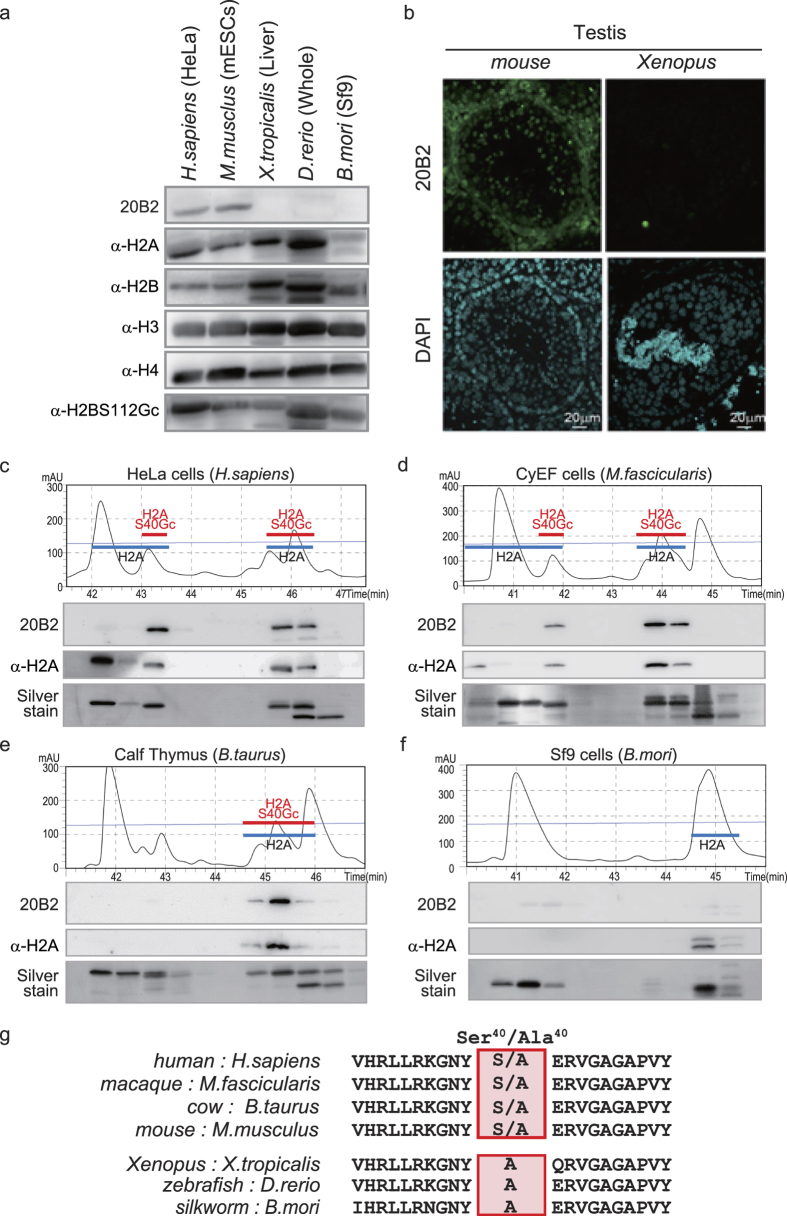
Species-dependent *O*-GlcNAcylation of H2ASer^40^. (**a**) WB by 20B2 in the crude histone fraction from various animals. (**b**) IF images of frozen testis sections from mouse and *Xenopus* with 20B2 (green) and DAPI (blue). (**c–f**) Chromatogram and WB of histones extracted from various animals. HeLa cells (human, (**c)**), CyEF cells (macaque, (**d**)), Calf thymus (cow, (**e**)), and Sf9 cells (silkworm, (**f)**). Black lines, protein retention; Thin blue lines, acetonitrile gradient. Each fraction was blotted with indicated antibodies and Silver stained. The fractions corresponding to H2A and H2AS40Gc were depicted. (**g**) Alignment of amino acid sequences around position 40 (boxed) of the canonical H2A of various animal species. Upper group has Ser^40^ or Ala^40^ and lower group has only Ala^40^.

**Figure 4:**
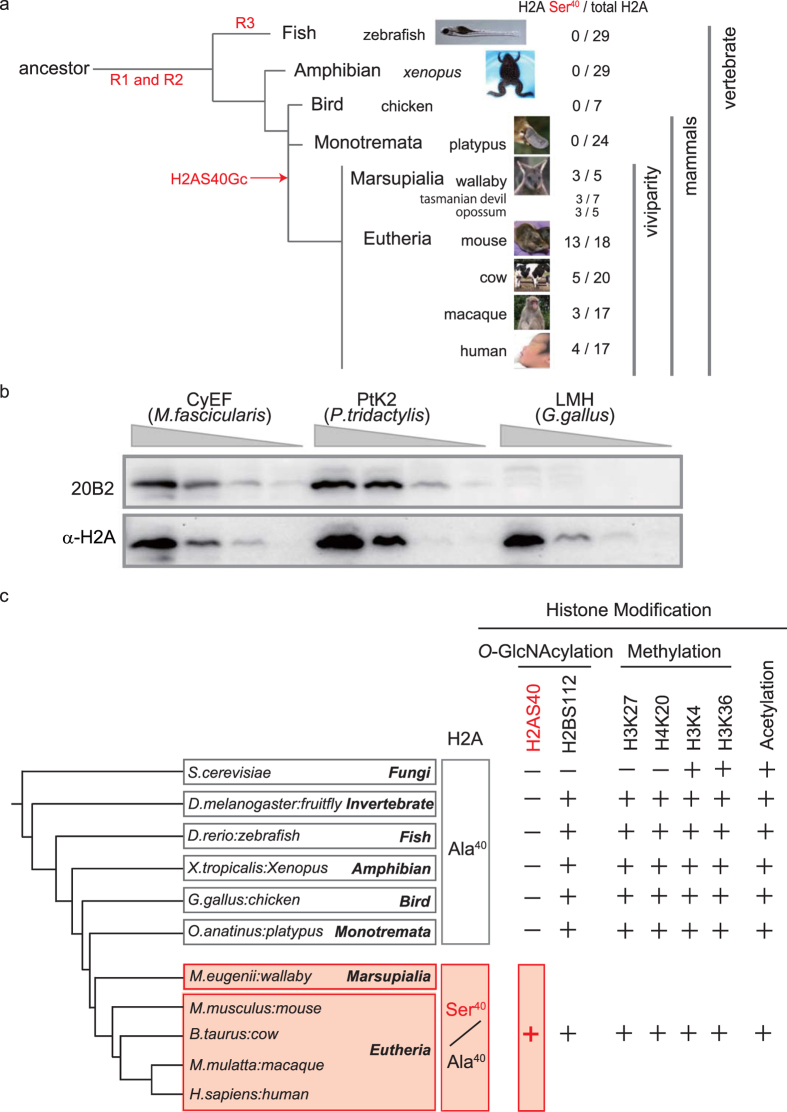
Emergence of Ser^40^ isoform of canonical H2A in animal evolution. (**a)** The numbers of Ser^40^ isoforms and all isoforms of H2A for indicated species are shown by a phylogenetic tree. R1-3, rounds of whole-genome duplication^15^. (**b**) WB of serial dilutions of crude histone extract from CyEF (macaque) cells, PtK2 (rat kangaroo) cells and LMH (chicken) cells with 20B2. A pan-H2A antibody was used as a loading control. (**c**) Representative histone modifications functioning as a part of the epigenetic mechanisms in animal species. −, not found; +, considered present.

**Figure 5:**
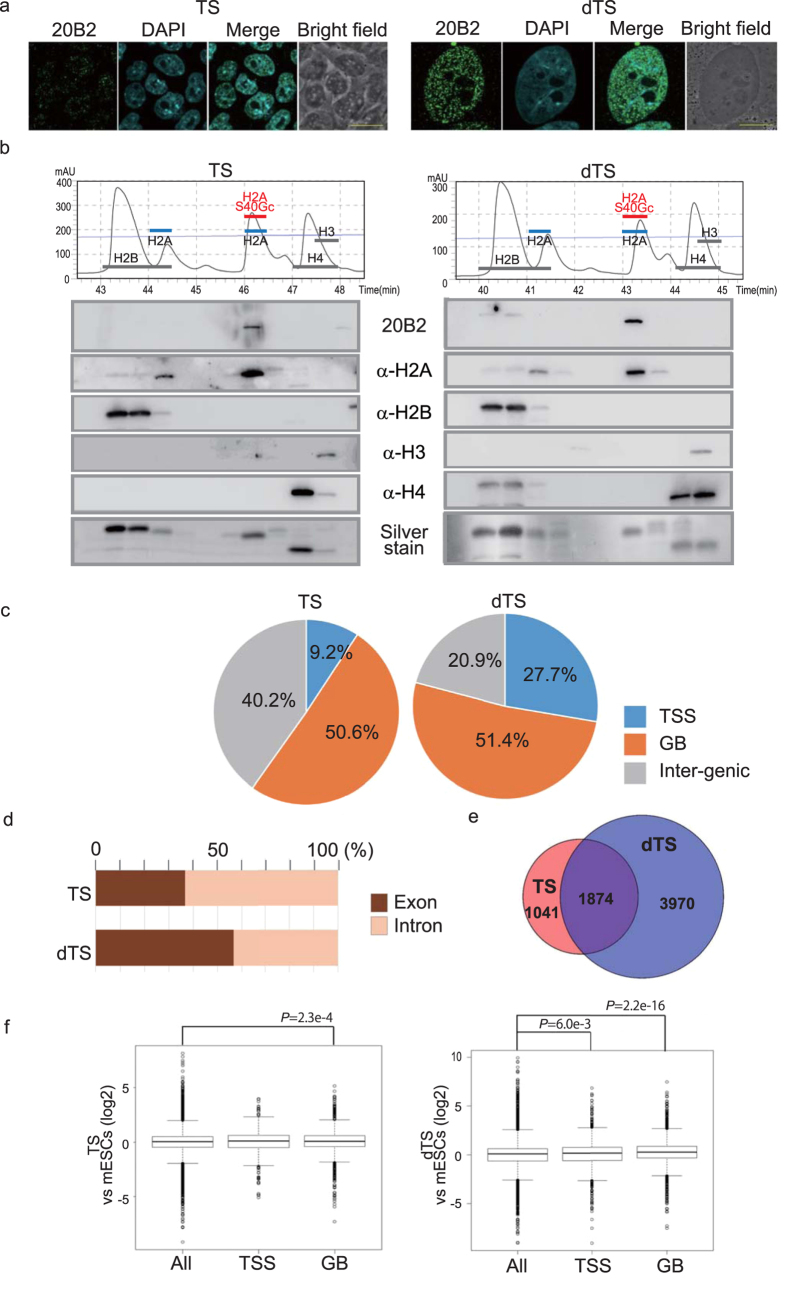
Genome-wide distribution of H2AS40Gc. (**a**) TS and dTS (day 6) were immunostained with 20B2 (green) and with DAPI (blue). Scale bar = 20 μm. (**b**) RP-HPLC chromatogram and WB of histones extracted from TS and dTS. (**c–f**) Summary of ChIP-seq analyses in TS and dTS. Distributions of H2AS40Gc peaks in TSS, GB and inter-genic regions (**c**), and in the distribution ratio exon and intron (**d**). (**e**) Venn diagrams showing the numbers of H2AS40Gc target genes in TS and dTS. (**f**) The box plots representing summary values of the expression of H2AS40Gc target genes in the TS and dTS relative to the ESCs.

How the deposited data were processed for this re-analysis (not part of the article)

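H2AS40Gc was mapped by ChIP-seq with the antibody 20B2 in mouse TS and in dTS at day 6 of differentiation. The series holds 4 libraries, 1 ChIP library and 1 input library for each of 2 conditions. Processed files exist for the ChIP libraries, as lists of peaks, and the inputs entered them as controls. The authors removed adapters and reads of low quality, mapped the reads to mm9 with Bowtie (version 1.1.2 in the submitters' processing notes) and called peaks with MACS in Galaxy, with the input as control, a tag size of 100 bp and a bandwidth of 125 bp. The version and the threshold of MACS are not given in the paper's text or in the labels. The values in the deposited lists are the authors' peak score, read here as minus 10 times the log10 of the p of a peak against the input. This reading rests on the name of the track and on the lowest score, which was exactly 50 in both lists. The score is not scaled for depth between the libraries. Peaks were called per library and nothing was pooled.

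The lists held 4004 TS and 5598 dTS peaks. Of these, 36 TS and 44 dTS peaks lay outside the 19 autosomes, X and Y and were left out of the shares by location and of the counts per chromosome. The target genes were taken from the full lists. The number of reads per library is not part of the lists, so depth was unknown, and the number of peaks in a list depends on it. Each condition had 1 library, so no test between TS and dTS was made. Shares carry 95% Wilson intervals, which cover the counting error of peaks or genes only.

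Peaks were placed on the mm9 (NCBIM37) genome with 37310 genes of GENCODE vM1, of which 22380 are protein-coding. A separate table of mouse genes was used for older symbols only. The TSS was the 5′ end of the gene, with 2 kb to each side, as in the paper. A peak was placed at a TSS first, then in the GB, then as intergenic, at an overlap of 1 bp or more, and a GB peak over an exon by at least 1 bp counted as exonic. A target was a protein-coding gene with a peak at the TSS or in the GB. Shared peaks overlapped by at least 1 bp. Observed values were set beside 1000 random shifts of a list along each chromosome or, for clustering, 1000 random placements. GC content was read from the genome under each peak. The dTS peaks were weighted to the TS peaks in bins of 2% GC content, with 1000 resamples for the interval. The number of peaks expected on a chromosome came from the rate of peaks on the other chromosomes in windows of 400 bp of the same GC content and location.

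The 12 gene lists covered trophoblast stem cells, trophoblast giant cells and placental subtypes, Wnt signalling, cancer pathways, regulators of organ morphogenesis, canonical H2A genes, O-GlcNAc cycling and the hexosamine pathway, imprinted placental genes, pluripotency, fibroblasts of the feeder layer, endoderm and mesoderm, and constitutively used genes. They were written from textbook knowledge and are not the terms of a database. Each was tested among the TS and the dTS targets by a two-sided Fisher's exact test against all protein-coding genes, with Benjamini-Hochberg correction over 24 tests and a threshold of 0.05. Genes are not replicates, so these tests describe each list of targets and do not compare the conditions. Matched lists were 10000 random draws from genes of the same decile of length, and in a further alternative also of like GC content within 2 kb of the TSS.

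The genes named were, for each class of target (TS only, dTS only, both), the 10 with the highest-scoring peak, of each gene list the 4 targets with the highest-scoring peak, and Hist3h2a and Hist1h2aa, which the paper names. By position, the 5 highest-scoring peaks of each list, the 3 highest of each class, the widest peak and the 3 windows of 1 Mb with the most peaks or the largest difference were looked at. This rule, the lists, the tests and the first set of alternatives were fixed before the data were examined. Alternatives were a threshold on the score, lists of the same length, other rules for overlap and merging, the midpoint of a peak, TSS windows of 1 kb and 5 kb, other sets of genes and matched lists. Added after seeing the data were leaving out chromosome 11, the TSS of every transcript, lists matched on length and GC content, and, for genes whose span rests on 1 transcript that alone adds more than 1 Mb, the span of the other transcripts. The inputs and the published expression arrays were not analysed, since no file of them was at hand.

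The steps were tested on simulated data. All 4000 peaks placed in a known class were classed as placed. Their places were chosen with the same rules and gene models that then classed them, so this result could not fail. It says nothing on whether the rules are right. Of 200 genes given a peak, 200 were recovered. Of 100 simulated lists of 100 genes, Fisher's exact test called 2 at a fold of 1, 45 at a fold of 1.5 and 100 at a fold of 2.5. Among 100 lists of long genes whose targets followed length alone it called 94, and the length-matched lists called 3. A chromosome 11 given 2 times the rate came back at 1.98, with at most 1.03 elsewhere. These simulated peaks were independent and followed the modelled rates only. In the data the dTS ratios of the other chromosomes ran from 0.669 to 1.40, so the simulation does not show how far a chromosome strays there.

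Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, Biopython 1.88 and matplotlib 3.10.9, together with bedtools 2.31.1 and samtools 1.23.1.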

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

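All tests in this part were chosen after the result was seen.

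Chromosome 11, which the paper does not discuss, held 2.16 times (95% Poisson interval 2.01 to 2.32) as many dTS peaks as its GC content and location relative to genes predict, while the highest ratio on another chromosome was 1.40 and the TS ratio on chromosome 11 was also 1.40. This margin argues against GC content and gene location as the whole cause. The ratio without the 5 densest windows of 1 Mb was 2.06 (1.91 to 2.22), against at most 1.29 elsewhere, which argues against a few dense windows. Both Poisson intervals treat peaks as independent. Of the dTS peaks 21.9% had another within 10 kb, against 5.33% of randomly placed peaks, so the intervals are too narrow. All 13 segments of 10 Mb held more dTS peaks than expected, which held for no other chromosome and for 12 of the 13 segments in TS. This fits a factor that acts on the whole chromosome, but a ratio of 2.16 over the chromosome already makes it likely. The ratios of the segments were uneven, from 1.26 to 3.63. Chi-squared per degree of freedom between segments was 6.83 in dTS, the highest of any chromosome, with 3.29 on chromosome X next. This measure grows with the number of peaks, and chromosome 11 held 779 dTS peaks against 155 on X. On X the ratios ran from 0.298 to 2.26, so the measure does not show that chromosome 11 was more uneven than others. Extra copies of the chromosome in the dTS cells would raise all segments alike, over whatever unevenness the segments already had. The unevenness therefore does not decide on extra copies. The copy number was not measured, and the input used as control carries the same copies. A difference in H2AS40Gc itself on this chromosome stays open.

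A signal in sequence that the paper does not discuss was also found on chromosome 6 from 47601533 to 47723239, where 30 dTS peaks and 1 TS peak lay over sequence without an annotated gene. Of the 100-bp sequences of this region 93.5% occur in it more than once, against 0.320% and 1.06% in its flanks, and the sequence repeats at a lag of 4321 bp, which is consistent with reads shared between the copies of a tandem repeat. The region is rich in GC (median 64.5% under the dTS peaks), and among all peaks of 60 to 70% GC content there were 3.15 dTS peaks per TS peak. Because the copies are not independent sites, a GC preference of the dTS library and a difference at this repeat between TS and dTS cannot be told apart. More copies of the repeat, or more H2AS40Gc on it, in dTS were not tested.

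The widest dTS peak, 9532 bp over satellite repeats on chromosome 9 from 3017783 to 3027314, which the paper does not discuss, had a score of 3100. All of the 5 highest dTS peaks had this same score, so it does not rank them. The widest TS peak, from 3016451 to 3026102 (score 3233), overlaps it, so this signal is not particular to dTS.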

How the results depend on the processing

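Leaving out chromosome 11, the TSS of every transcript, the lists matched on length and GC content and the gene models without a transcript that alone adds more than 1 Mb were chosen after seeing the data. No paired analysis was possible because each condition had 1 library. Of 265 alternative values of 49 results, 178 kept, 66 moved, 1 call was lost, 3 were gained and 17 folds of gene lists turned to the other side of 1. With lists of the same length the TS list is unchanged. Values that depend on the TS list alone could not move there and are counted as kept. A share or median was taken as kept within its interval, a count of peaks, bp or targets within 1.5 times of its main value (as dTS targets, 2940 to 2160 with lists of the same length), and a gene list on the same side of the threshold and of 1. The share of peaks at TSS was higher in dTS in 9 of 9 settings (by 18.5 to 24.7 percentage points), the share of GB peaks in exons in 6 of 6 (by 16.6 to 34.8 points) and the share on chromosome 11 in 4 of 4 (by 3.50 to 7.22 points). The GB share was higher in dTS in 7 of 9 settings, except with a TSS window of 5 kb and with the TSS of every transcript, and the intergenic share in 0 of 9. The share of shared peaks was higher in dTS in 1 of 6 settings, with lists of the same length, and lower in the main analysis. The lists give no depth, which limits any comparison of the numbers of peaks and of targets.

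With only the peaks at or above the pooled median score of 67.4, 1931 TS and 2870 dTS peaks remained by construction, covering 786283 and 1087135 bp. They were shared in 25.1% of TS and 17.3% of dTS peaks, chromosome 11 held 4.20% and 11.4%, TSS 5.51% and 26.0%, the GB 25.4% and 33.8%, and intergenic regions 69.1% and 40.2%, while 15.9% and 50.8% of GB peaks lay in exons. Targets numbered 475 in TS, 1512 in dTS and 186 in both. With the dTS list at the length of the TS list, 17.3% of TS and 17.7% of dTS peaks were shared. In this shorter dTS list the median width was 341 bp, the median score 74.0, the share on chromosome 11 was 11.6%, the share with a neighbour within 10 kb 15.5%, and TSS, GB and intergenic regions held 27.5%, 35.7% and 36.8%.

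Shared peaks were 14.0% in TS and 10.0% in dTS with 50% of each peak required, and 21.2% and 15.6% with a gap of up to 1 kb allowed. On the autosomes the median TS score was 66.0. With neighbours within 100 kb, 38.3% of TS and 55.0% of dTS peaks had one. A TSS window of 1 kb gave TSS shares of 6.05% in TS and 24.5% in dTS and GB shares of 35.6% and 40.5%. A window of 5 kb gave TSS shares of 14.3% and 37.5%, GB shares of 30.7% and 30.4% and intergenic shares of 55.0% and 32.1%. Protein-coding genes only gave TSS shares of 5.80% and 24.9% and intergenic shares of 60.8% and 37.5%. The midpoint of a peak lay in an exon for 27.0% of TS and 43.6% of dTS peaks in the GB.

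The TSS of every transcript gave TSS shares of 12.3% and 37.0% and GB shares of 29.9% and 28.8%. Without chromosome 11, 15.3% of dTS peaks were shared, 19.4% had a neighbour within 10 kb and 27.3% lay at a TSS. The median score was then 67.5 in TS and 68.4 in dTS, the GB share 32.2% and 35.6%, the intergenic share 59.8% and 37.1%, and the share of GB peaks in exons 32.7% and 52.9%. Apart from shares that follow from a wider or narrower definition, the cause of these shifts was not tested.

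The Wnt list in dTS lost its call with lists matched on length and GC content, where its fold fell from 2.51 to 1.33 (adjusted p = 0.419 by permutation) because matched lists held 26.4 targets (18 to 35) in place of 13.9. It kept it under the other alternatives. The cancer list in dTS was called without chromosome 11 (fold 1.84, adjusted p = 0.0435 by Fisher's exact test). The list of endoderm and mesoderm in dTS was called without chromosome 11 (fold 3.78, adjusted p = 0.0435 by the exact test) and with lists of the same length (fold 4.71, adjusted p = 0.0187), with adjusted p from 0.0187 to 0.202 over its 6 alternatives. The cause was not tested. The list of developmental regulators in dTS was called under all 6 of its alternatives (fold 1.83 to 3.66).

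Of the 17 folds that turned, 0 were called in either setting. With the stricter score these were Wnt (0.444), fibroblast (0) and endoderm and mesoderm (0) in TS, and O-GlcNAc (1.85) and fibroblast (0) in dTS. With lists of the same length they were O-GlcNAc (1.30) and fibroblast (0.942) in dTS. Without chromosome 11 they were trophoblast stem cell (1.08), developmental regulators (0.659) and fibroblast (0) in TS, and O-GlcNAc (1.19) and fibroblast (0.832) in dTS. With lists matched on length they were H2A (3.71) and imprinted (0.953) in dTS, and with length and GC content H2A (1.70), imprinted (0.700) and cancer (0.906) in dTS. The gene models without a long transcript changed no call.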

Differences from the paper's values

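The GB held 33.8% of the TS peaks, and the paper's value is about 51% in Fig. 5c, read by eye. Of the 6 alternatives set before the data were examined, placing peaks by their midpoint (34.2%) and a TSS window of 1 kb (35.6%) brought the values within 1.5 times of each other. These changes were small, since the main value lay close to that limit, and most of the gap remained. The stricter score, a TSS window of 5 kb and protein-coding genes only did not. Lists of the same length leave the TS list unchanged, so this alternative could not move the value. Intergenic regions held 34.2% of the dTS peaks, and the paper's value is about 21% in Fig. 5c, read by eye. All 6 alternatives set before the data were examined, at 32.1 to 40.2%, stayed more than 1.5 times higher. Other shares also differed from Fig. 5c, read by eye, though by less than 1.5 times. Intergenic regions held 57.7% of the TS peaks, against about 40% in the paper. The GB held 37.0% of the dTS peaks, against about 51%.

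The number of target genes was 1346 in TS, 2940 in dTS and 562 in both. The paper's numbers in Fig. 5e, read by eye, are about 2900 in TS, about 5800 in dTS and about 1900 in both. None of the 4 alternatives set before the data were examined (the stricter score, lists of the same length, peak midpoints, all annotated genes) closed these gaps, with 475 to 1565 targets in TS, 1512 to 3455 in dTS and 186 to 629 in both. All but the last can only keep or lower the counts, so only all annotated genes could have narrowed the gaps. They gave 1565, 3455 and 629. The paper's text states no rule or threshold for a target, so no count under the paper's own rule could be made. The paper's direction, more targets in dTS than in TS, was found under each of these alternatives.

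The paper states that most H2AS40Gc peaks lay in the GB in TS and in dTS. The GB held 33.8% of the TS and 37.0% of the dTS peaks, and TSS and GB together held 42.3% in TS and 65.8% in dTS. The paper also states that cancer pathways were enriched among the loci of dTS. The list of 90 cancer genes was written from textbook knowledge, and the dTS targets here were fewer than the paper's. This is thus not a repeat of the paper's test. The list had 19 targets in dTS, with p = 0.0399 and an adjusted p of 0.120 by Fisher's exact test. Only leaving out chromosome 11, which was chosen after seeing the values and drops none of the 19 targets, took the adjusted p past the threshold, to 0.0435. The Wnt list, also from textbook knowledge, was called at an adjusted p of 1.3e-06 by the exact test. It was not called with lists matched on length and GC content (adjusted p = 0.419 by permutation). The paper also names Wnt signalling, with its own gene set and targets.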

Other observations

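The tests of GC content and shearing in this part were chosen after the result was seen. Some genes of endoderm and mesoderm and of pluripotency were targets of H2AS40Gc in dTS. Of 11 genes of endoderm and mesoderm, 5 were targets in dTS (1.45 expected, adjusted p = 0.0677 by Fisher's exact test) and 2 in TS (adjusted p = 0.370 by the exact test). The highest scores were at Foxa2, a transcription factor of endoderm, over a coding exon on chromosome 2 from 147870264 to 147870648 (score 103), and at Gata4, a transcription factor of endoderm and heart, in an intron on chromosome 14 from 63887203 to 63887664 (score 78.8), followed by Mesp1 (score 70.0) and Gata6 (score 64.2). Of 14 pluripotency genes, 5 were targets in dTS (1.84 expected, adjusted p = 0.112 by the exact test) and none in TS (adjusted p = 1 by the exact test). Besides Sox2 and Esrrb, which are also listed for trophoblast stem cells, they were Fgf4 (score 75.9), Prdm14 (score 63.7) and Pou5f1 (score 61.1), each with a dTS peak at the TSS. None of these adjusted p-values passed 0.05. Over the alternatives, that of the endoderm and mesoderm list in dTS ranged from 0.0187 by the exact test with lists of the same length to 0.202 by permutation with lists matched on gene length and GC content.

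Of 19 imprinted placental genes, 3 were targets in dTS (adjusted p = 1 by the exact test): Mest, over an intron (score 84.4), Dlk1 (score 83.2) and Cdkn1c (score 73.9), both over a coding exon. The target in TS was Slc22a18 (score 53.4; adjusted p = 1 by the exact test), which neighbours Cdkn1c. Of 8 genes of O-GlcNAc cycling and the hexosamine pathway, A130022J15Rik, the annotation's name for Eogt, which adds O-GlcNAc to secreted proteins, was a target in dTS (score 77.0), and no gene of the list was one in TS (adjusted p = 1 for both by the exact test). Of 11 fibroblast genes, Col1a1 and Pdgfra were targets in dTS and Col1a1 in TS (adjusted p = 1 for both by the exact test). Of 15 constitutively used genes, Ywhaz was a target in dTS and none in TS (adjusted p = 1 for both by the exact test).

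The 18 canonical H2A genes of the annotation encode serine at position 40 in 13 cases (KGNYSERVG) and alanine in 5 (KGNYAERVG, and QGNYAQRIG in Hist1h2aa), counted without the initiator methionine. A dTS peak lay at Hist2h2aa1, over a coding exon on chromosome 3 from 96049662 to 96050086 (score 74.9), and upstream of Hist1h2ad on chromosome 13 from 23665780 to 23666155 (score 61.1). This was 2 of 18 genes against 2.36 expected (adjusted p = 1 by the exact test). No H2A gene was a target in TS (adjusted p = 1 by the exact test), and Hist3h2a and Hist1h2aa had no peak in either list.

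Peaks were shared between TS and dTS mostly at the top of the lists. All 10 highest-scoring peaks of each list overlapped a peak of the other, as did 86 of the 100 highest in TS and 92 in dTS, but of the 1000 highest 41.4% in TS and 42.3% in dTS. The highest 5 of each list include peaks over the satellite repeats of chromosome 9. Across 760 pairs of overlapping peaks the scores had a Spearman's rho of 0.478, and peaks are not independent replicates. Shared dTS peaks had a median GC content of 52.2% and lay at a TSS in 8.70% of cases, while peaks in dTS only had 62.4% and lay at a TSS in 32.1%. In TS, shared peaks had a median GC content of 50.4% and peaks in TS only 53.0%.

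The larger share of dTS peaks at TSS and in exons went with their GC content. Weighted to the GC content of the TS peaks, the dTS share at TSS was 10.8% (9.98 to 11.7%), still above the TS interval of 7.64 to 9.37%, which argues against GC content as the whole cause at TSS, although 11.4% of the difference was left. For GB peaks in exons the weighted dTS share was 39.2% (37.3 to 41.1%). It lay above the TS interval of 32.7 to 37.8%, but its own interval overlaps that one. Overlap of intervals does not test the difference, so GC content as the whole cause was not decided there. Intergenic dTS peaks, away from genes, were also richer in GC, by 11.9 percentage points at the median. A preference of the dTS library for GC-rich DNA would give this, and so would additional GC-poor peaks in the TS list. Among the highest-scoring TS peaks the median GC content was 42.1%, near the 41.5% of windows over the chromosomes, and among the lowest-scoring 58.0%. In dTS these medians were 60.4% and 61.6%. Below 45% GC content lay 1368 TS and 558 dTS peaks. These values do not tell the 2 readings apart. The chromatin was sheared for different times, and 0 shearing times were used in both TS and dTS, so shearing and differentiation cannot be told apart, and a change of H2AS40Gc towards GC-rich promoters and exons with differentiation stays open as well.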
